A study of Mus musculus with 21 samples.

How the data were processed

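H3K36me3, trimethylation of lysine 36 of histone H3, is a mark laid over the bodies of transcribed genes, and SETD2 is the enzyme that makes it. The assay was chromatin immunoprecipitation followed by sequencing (ChIP-seq) in C2C12, a mouse myoblast line that forms muscle cells in culture. The labels name 20 H3K36me3 libraries and a shared input. Wild-type (WT) cells had 2 replicate libraries in each of 5 conditions: day 0, day 1 in control medium, day 1 under methionine restriction, day 5 in control medium and day 5 under methionine restriction. Each of 2 Setd2 knockout (KO) lines had 1 library per condition, per the labels. The peak names inside the lists instead call these libraries replicates 1 and 2 of a KO group. The labels were followed, so every comparison of line 1 with line 2, and the pairing by line, rests on them. Per the labels' protocols, Drosophila chromatin and an antibody against a Drosophila histone were added as a spike-in, and libraries were sequenced from a single end. Files of the input were not used here, and no spike-in scaling was applied here.

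The deposited files were 20 peak lists in the 9-column broad-peak layout, 1 list per library. The peak caller, its control, the genome build and the read filters are stated neither in the labels nor in the lists. The fold enrichment of each peak is the authors', and it was used only to rank or filter peaks within a list. The −log10 p and −log10 q of each peak are also the authors', deposited with the peaks, and the score column was deposited by the authors but not used here. The lowest −log10 q over the 20 lists was 1.00. Because each library was called by itself, the lists of replicates could be compared as separate measurements. A peak list gives no read depth, so the depth per library is unknown, no counting interval is given, and a library with few peaks may have had few reads. A peak list also gives no height on a common scale. All values below therefore measure where peaks were called and how far they extended, not the amount of the mark.

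Peaks of a library on chromosomes 1 to 19, X and Y were merged where they overlapped or touched, and the covered length was summed in Mb. Gene bodies were taken from a table of RefSeq genes on the assembly GRCm38.p6, which had 49939 genes on these chromosomes. The lists name no build, so the match was tested on the data. Peak cover and gene density were correlated in 10 kb bins with the peaks shifted by up to 2 Mb. On all 20 chromosomes scanned, 1 to 19 and X, and in all 123 segments of 20 Mb, the best shift was within 1 bin of no shift. The correlation at no shift was 0.321 to 0.486, and beyond 500 kb it was at most 0.154. Chromosome Y, on which no library had more than 1 peak, was not scanned. On this ground peaks were joined to genes, the build remains inferred, and no gene coordinates are printed. The table holds no strand, so the planned comparison of the 3′ with the 5′ part of gene bodies was not run. Cover of a gene is the percent of its body inside peaks. It was computed for 19300 protein-coding genes of at least 2 kb, and a gene with at least 50% cover is called marked. A peak over overlapping genes counts for each of them.

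Library-level values were compared by exact permutation tests, two-sided unless stated, with labels permuted within condition (WT against KO), within day (medium in WT), or within line and day (medium in KO lines). A KO line is the same cell line in both media and on all days, so its libraries were paired by line. Benjamini-Hochberg (BH) adjustment was over the 12 library-level tests. Genes were tested with limma (lmFit and eBayes with trend and robust settings) on the percent of cover in the 10 WT libraries, in a model of 5 groups that share an estimate of the spread. Genes with a mean cover of at least 5% over these libraries were kept, 9511 in all. Adjusted p-values are BH values within a contrast, called under 0.05. Fixed gene lists (myogenic, cell cycle, amino acid response, methionine cycle) were tested with limma's camera at a preset correlation of 0.01, with BH adjustment over 16 tests. The named genes are up to 5 in each direction per contrast with the largest difference among called genes whose libraries do not overlap between the groups, the longer gene first in ties, and not all of them are given in the text. For the KO lines they are the 5 genes with the highest mean cover over the 10 KO libraries. The rule of non-overlap needs a pair of groups, so for the difference between days, which spans 4 groups, it was left out. Groups, tests, lists and alternatives were fixed before the data were examined, and later additions are marked as such.

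The interval arithmetic was tested on 200 simulated sets, of which 0 differed from base-by-base counting. The limma step was tested on 1 simulated data set per contrast with 200 genes changed by 30 points, using the replicate differences of the real libraries. In the day 1 and day 5 restriction contrasts it recovered 79.5% and 76.5% of the changed genes over 9511 genes, and 4.22% and 0.649% of its calls were false. From day 0 to day 1 it recovered 73.5% over 9511 genes, with 12.0% of calls false. From day 0 to day 5 it recovered 70.5% over 9502 genes, with 9.62% false. For the difference of the restriction effect between days, simulated with no effect on either day outside the changed genes and added after the data were seen, it recovered 22% over 9511 genes, with 0% of calls false, so this contrast misses most changes of that size. The share of false calls passed the nominal 5% in both day 0 contrasts, and the cause was not tested. Alternatives were a −log10 q of at least 3, a fold enrichment of at least 2, autosomes, merging within 5 kb, lists cut by −log10 p to the 110 Mb of the smallest WT library (length-matched lists), other gene and cover limits, a linear or arcsine scale, centring of each library, other sets of libraries in the fit, a replicate block, and leaving out each library. The limma fits left out only libraries of groups outside the contrast. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.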

Results

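H3K36me3 was profiled in differentiating C2C12 myoblasts to follow the mark under control medium and methionine restriction, beside lines that the labels call Setd2 KO. Loss of the SETD2 protein was not measured in these files. The 20 libraries comprised 2 WT replicates and 1 library of each of 2 KO lines in each of 5 conditions. Values for the KO lines have no replicate within a line and condition. The depth of the libraries is unknown, since peak lists carry none.

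Cover of the Setd2 gene itself was examined first. In WT cells its body was covered to 71.8% ± 8.80 (SD, n = 2) at day 0. At day 1 it was covered to 66.2% ± 5.31 (SD, n = 2) in control medium and 49.2% ± 5.10 (SD, n = 2) under restriction. At day 5 the values were 80.6% ± 3.17 (SD, n = 2) and 58.2% ± 3.55 (SD, n = 2). A −log10 q of at least 3, tried after the data were seen, moved the mean of restricted day 1 most, to 25.3%. In KO line 1 the cover of Setd2 was 3.2% at day 0 and 2.1% at day 1 in control medium, and it was listed at 0 at day 1 under restriction. At day 5 it was 24.0% in control medium and 2.7% under restriction. In KO line 2 Setd2 was listed at 0 in all 5 libraries. Every KO library was thus below the WT libraries of its condition, although peaks on the gene report the mark there and not the protein.

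WT and KO lines were compared to ask how much of the called mark remained in the KO lines. WT libraries had between 63423 and 87398 peaks, covering 110 to 183 Mb. KO line 1 had 23529 peaks over 17.7 Mb at day 0, 19058 over 13.9 Mb at day 1 in control medium, and 64530 over 74.1 Mb at day 5 in control medium. Under restriction it had 791 peaks over 0.307 Mb at day 1 and 52487 over 45.8 Mb at day 5. KO line 2 had 3625 peaks over 1.88 Mb at day 0, 5492 over 2.72 Mb at day 1 and 11854 over 5.69 Mb at day 5 in control medium. Under restriction it had 127 peaks over 0.00821 Mb at day 1 and 13880 over 7.13 Mb at day 5. Averaged over conditions on the log2 scale, covered length was 40.1-fold greater in WT, a log2 difference of 5.32. The exact permutation test gave p = 0.000257, the smallest that its 7776 arrangements allow, and a BH-adjusted p of 0.000772. It treats the 10 KO libraries as separate units, although they come from 2 lines measured repeatedly. This p therefore describes these libraries and overstates the evidence for KO lines in general. The same limit holds for the other tests of WT against KO lines below. Both KO libraries were below both WT libraries in all 5 conditions. Restricting the lists to a −log10 q of at least 3 moved the log2 difference most, to 7.09. The number of peaks was 10.2-fold greater in WT, with the same p = 0.000257 in the exact permutation test (BH 0.000772).

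**Figure D1:**
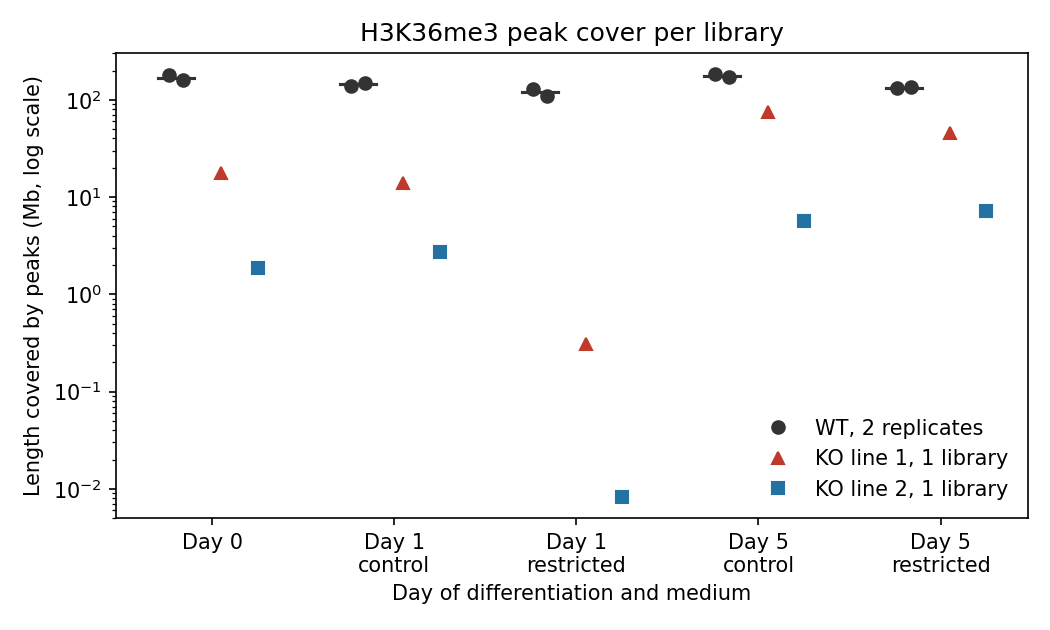
Length covered by H3K36me3 peaks (Mb, log scale) in each library against the day and medium. Points are libraries and bars are means of the 2 WT replicates, which lie between 110 and 183 Mb, whereas the KO libraries lie between 0.00821 and 74.1 Mb.

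The 2 KO lines differed from each other. Covered length was 10.8-fold greater in line 1, with line 1 above line 2 in all 5 conditions (exact permutation p = 0.0625, the smallest that 32 arrangements allow, BH 0.0938). Line 1 reached 41.8% of the WT mean at day 5 in control medium and 34.5% under restriction, against 10.5% at day 0. Line 2 stayed between 0.00689% and 5.37% of the WT mean over the 5 conditions. The number of marked genes was 5248 ± 300 (SD, n = 2) in WT at day 0 and 5036.5 ± 312 (SD, n = 2) at day 5 in control medium. KO line 1 had 204 marked genes at day 0 and 1621 at day 5 in control medium, and KO line 2 had 0 in every library. Over conditions WT had 3886 more marked genes (exact permutation p = 0.000257, BH 0.000772). With cover of at least 75% the difference was 1507 genes, and with at least 25% it was 6070, with an unchanged p.

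Peak position was compared next. In WT 94.7% to 96.5% of covered bases lay in gene bodies, which make up 45.7% of the span examined. In KO line 1 the share was 87.5% at day 0 and 90.1% at day 5 in control medium, and 68.1% in its library with fewest peaks. In KO line 2 it was 30.3% to 38.2% in the 4 libraries other than the restricted day 1 library, which had 52.8%. The mean difference between WT and KO was 36.6 points (exact permutation p = 0.000257, BH 0.000772). Of the covered bases of KO line 1, 41.5% to 80.8% lay inside WT peaks of the same condition, which take up 5.47% to 7.70% of the span. Of those of KO line 2, 1.20% to 3.80% did, except for the restricted day 1 library with 84.5%. These shares are values with no test. The 5 genes with the highest mean cover over the KO libraries were Fn1, Thbs1, Col1a2, Rpl3 and Slc38a2, with means of 39.1%, 38.2%, 38.1%, 36.8% and 36.6%. All of this cover came from KO line 1, and line 2 was listed at 0 for all 5 genes. Rpl3 has 2 annotated pseudogene copies in the gene table, so its reads may be shared and its cover is uncertain.

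**Figure D2:**
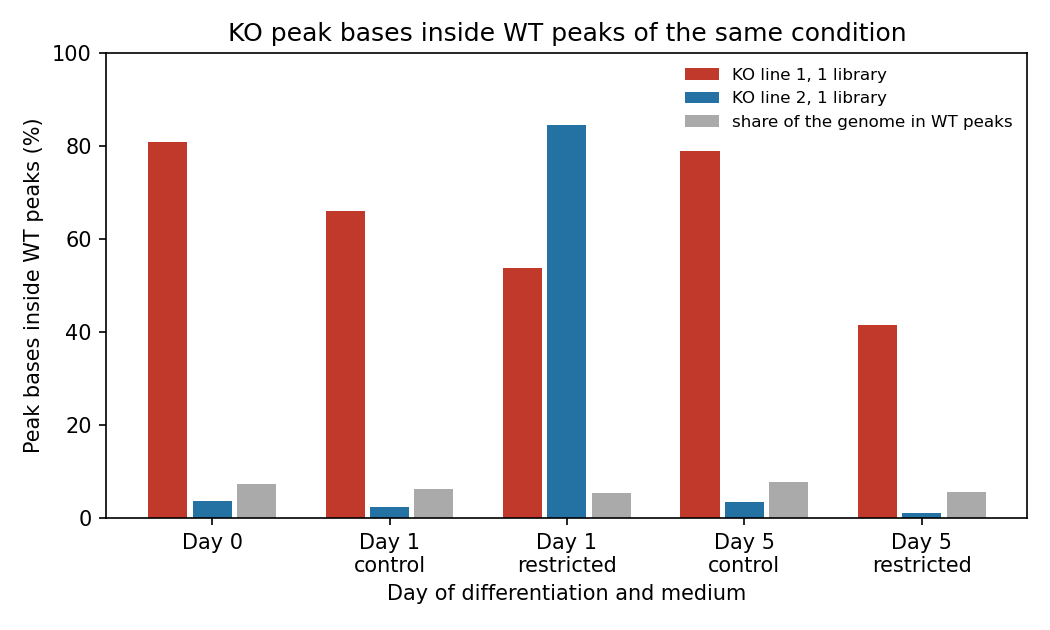
Percent of the peak bases of each KO library that lie inside the WT peaks of the same condition, against the day and medium, with the percent of the genome that those WT peaks cover (grey). Bars of line 1 lie between 41.5% and 80.8%, and bars of line 2 between 1.20% and 3.80% except 84.5% in the restricted day 1 library of 127 peaks.

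Replicates of a WT group shared more territory than libraries of different groups. The Jaccard index, shared bases over bases in either library, averaged 0.676 within groups and 0.577 between groups. The difference of 0.0996 had p = 0.00106 in a one-sided exact permutation test, the smallest that 945 pairings allow, and a BH-adjusted p of 0.00254.

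Methionine restriction was compared with control medium in WT cells at both days. Covered length at day 1 was 145 ± 7.07 Mb (SD, n = 2) in control medium and 119 ± 13.2 Mb (SD, n = 2) under restriction, a change of −17.9%. At day 5 it was 177 ± 8.88 Mb (SD, n = 2) and 133 ± 2.11 Mb (SD, n = 2), a change of −25.1%. Over both days the log2 change was −0.35, with every restricted library below every control library of its day. The exact permutation p was 0.0556, the smallest that 36 arrangements allow, so the design cannot pass 0.05, and the BH-adjusted p was 0.0938. With a −log10 q of at least 3 the log2 change was −0.43. The number of marked genes fell by 1690 on average, from 4401 ± 195 (SD, n = 2) to 2734 ± 450 (SD, n = 2) at day 1 and from 5036.5 ± 312 (SD, n = 2) to 3324 ± 75.0 (SD, n = 2) at day 5. Its exact permutation p was again 0.0556 (BH 0.0938). In length-matched lists the mean change was −774 marked genes. The effects of the 2 days on covered length had a log2 difference of −0.13 (exact permutation p = 0.778, BH 0.778). Permuting medium labels within days assumes no effect on either day, so this p cannot judge whether the 2 effects differ. The sign of the log2 difference turned to 0.21 with a −log10 q of at least 3. Without replicate 1 of restricted day 1 the difference was −0.0142.

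In the KO lines the mean log2 change under restriction was −3.56 (exact permutation p = 0.25, where the smallest of 16 arrangements is 0.125, BH 0.3). It rested on day 1, where covered length changed by −5.50 in line 1 and −8.37 in line 2 on the log2 scale. At day 5 the changes were −0.70 in line 1 and 0.33 in line 2. The restriction effects of WT and KO lines had a log2 difference of 3.21 (exact permutation p = 0.424, where the smallest of 576 arrangements is 0.00347, BH 0.462). The permuted medium labels assume no effect in WT or KO lines, so this p cannot judge whether the effects differ. On the linear scale the difference between WT and KO lines was −24.4 Mb, of the opposite sign, because the WT lists are so much longer.

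At the level of genes, 3646 of 9511 genes were called at day 1 under restriction in WT (limma, BH-adjusted p under 0.05), 225 with more and 3421 with less cover. At day 5, 4358 genes were called, 413 with more and 3945 with less. Among all tested genes the median difference was −7.99 points at day 1 and −9.15 points at day 5, so the restricted lists were lower as a whole. Scaling moved the split of calls, mostly because other genes were called. Of the calls shared with the fit above, 1470 of 1517 kept their sign at day 1 after centring and 1808 of 1977 at day 5, and 2087 of 2089 and 2303 of 2332 did in length-matched lists. When each library was centred on its median, 3517 genes were called higher and 1245 lower at day 1, and 3763 higher and 1395 lower at day 5. Centring shifts all genes of a library alike, and it moved the day 1 difference of Cenpq from 46.5 to 61.7 points. The centred split thus depends on that shift and cannot show how many genes gained cover. In length-matched lists 844 were higher and 1977 lower at day 1, and 1425 higher and 2072 lower at day 5.

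**Figure D3:**
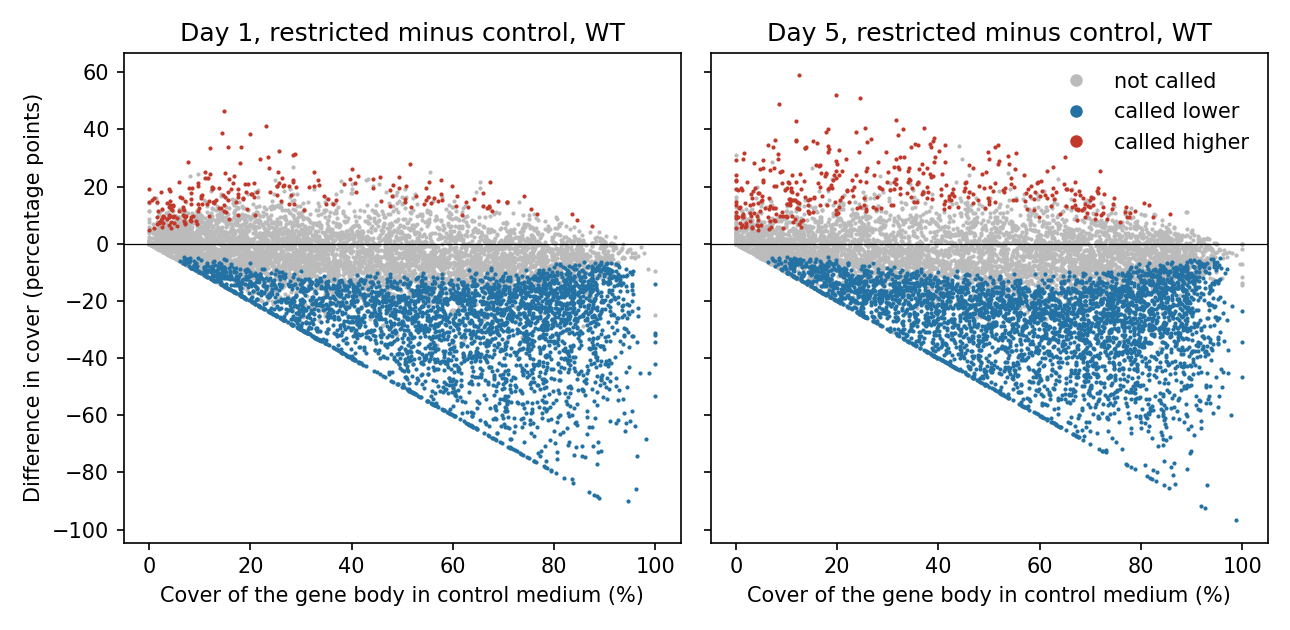
Difference in gene-body cover between restricted and control medium (percentage points) against the cover in control medium (%), in WT at day 1 and day 5, with 1 point per tested gene. Called genes are coloured, 225 higher and 3421 lower at day 1, and 413 higher and 3945 lower at day 5. The diagonal edge is complete loss of cover.

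At day 1 the named genes with less cover included Purb, Rps18, Rhob and Snai1. Purb had 94.6% ± 0.334 (SD, n = 2) of its body covered in control medium and 4.77% ± 6.75 (SD, n = 2) under restriction (limma, adjusted p = 3.15e-05). The other 3 had 86.8% to 88.9% in control medium and were listed at 0 in both restricted libraries. Rps18 has 6 annotated pseudogene copies, so its cover is uncertain. These 4 genes are between 2.35 and 8.48 kb long. Named genes with more cover included Cenpq, Cenpk, Atm and Pus7l, which rose by 33.8 to 46.5 points. Cenpq went from 14.7% ± 3.33 (SD, n = 2) to 61.3% ± 0.966 (SD, n = 2), with a limma adjusted p of 0.00261. It has no test with a −log10 q of at least 3, and 16.3% of its body overlaps another gene. Cenpk was the least firm (limma adjusted p = 0.0488, from 0.000752 to 0.325 over its 10 alternatives), and Atm lost its call with a −log10 q of at least 3 (0.165). Cenpq has no test result under that setting, so whether its call would hold there is unknown.

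At day 5 the named genes with less cover were Mybph, Myog, Chrng, Tnfrsf18 and Acta1. Myog, the myogenin gene, had 92.6% ± 1.19 (SD, n = 2) in control medium and was listed at 0 under restriction (limma adjusted p = 1.80e-06). Mybph fell from 98.7% ± 1.23 (SD, n = 2) to 1.97% ± 2.79 (SD, n = 2), and 25.9% of its body overlaps another gene. Acta1 fell from 93.1% ± 1.41 (SD, n = 2) to 8.66% ± 12.3 (SD, n = 2). Tnfrsf18 had no call with a −log10 q of at least 3 or in length-matched lists, where all its libraries in these groups were listed at 0. Named genes with more cover were Htatsf1, Mcm3, Mtrr, 2210016F16Rik and Helq. Mcm3 had 19.8% ± 1.06 (SD, n = 2) in control medium and 71.9% ± 5.35 (SD, n = 2) under restriction (limma adjusted p = 1.60e-05). Mtrr, which encodes methionine synthase reductase, had 24.5% ± 6.24 (SD, n = 2) and 75.4% ± 4.00 (SD, n = 2), with a limma adjusted p of 0.000225.

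The restriction effect differed between the days for 496 genes (limma, BH-adjusted), 154 of them more positive and 342 more negative at day 5. The strongest negative differences were those of Zfp750, Eno2, Slc2a6, Csrp3 and Fgfrl1. These genes had 0 to 28.2% cover at day 1 in control medium, which left little to lose, and 73.1% to 85.8% at day 5 in control medium. Restricted cells had 0 to 17.3% at day 5. Csrp3 had the smallest adjusted p of these 5 (limma, 4.35e-05). Zfp750 lost its call and turned to a difference of 0.514 points with a −log10 q of at least 3, and it also lost its call in length-matched lists (limma adjusted p = 0.814). Fgfrl1 lost its call in both settings (limma adjusted p = 0.147 and 0.0655). The strongest positive differences were those of Ccdc74a, Rnf225, Dnd1, 2210016F16Rik and Cntf, at 59.7 to 73.5 points, and Rnf225 alone of these kept its call under all its alternatives.

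Differentiation in control medium was followed from day 0. Covered length was 169 ± 13.7 Mb (SD, n = 2) at day 0, and the 3 days did not differ detectably (exact permutation p = 0.133, the smallest of 90 arrangements being 0.0667, BH 0.178). From day 0 to day 5, 2643 genes were called (limma, BH-adjusted), 1157 with more and 1486 with less cover. Named genes that rose included Mybph, Neb, Acta1 and Myh3, to between 93.1% and 98.7%, from cover listed at 0 or, for Neb, 0.774% ± 0.105 (SD, n = 2). Those that fell were Igfbp2, Mcm10, Cdc6, Nsl1 and Lig1. Cdc6 fell from 92.6% ± 1.80 (SD, n = 2) to 7.22% ± 3.85 (SD, n = 2), with a limma adjusted p of 2.92e-05. From day 0 to day 1, 635 genes were called, 92 with more and 543 with less. This count was unstable. It was 0 when only the 4 libraries compared were fitted, with 1880 genes at an unadjusted p under 0.05, and 240 in length-matched lists. Without replicate 1 or without replicate 2 of restricted day 5, it was 340. In simulated data the share of false calls passed the nominal 5% in both contrasts with day 0. Named genes that rose were Myog, Acta1, Dll1, Ryr1 and Heyl, and those that fell were Kcnf1, Shfl, Ass1, Mgp and Pdk4, and all 10 lost their call when only the 4 libraries compared were fitted. Myog went from cover listed at 0 to 71.9% ± 1.81 (SD, n = 2).

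**Figure D4:**
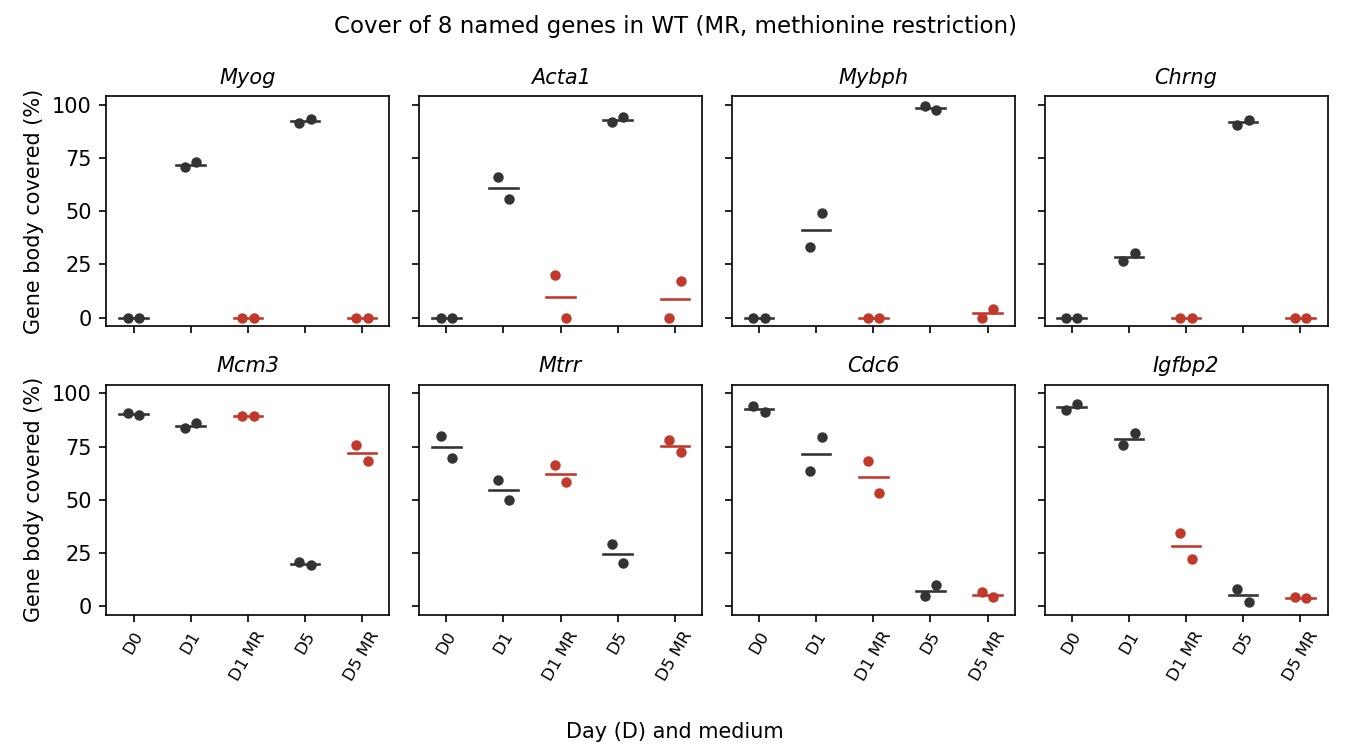
Percent of the gene body covered by H3K36me3 peaks in WT against the day and medium for 8 of the named genes, with 1 point per replicate and bars at the mean of 2. Myog was at 92.6% at day 5 in control medium and at 0 in both restricted groups, whereas Mcm3 was at 19.8% at day 5 in control medium and at 71.9% under restriction.

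The 4 fixed lists were tested in 4 contrasts with camera, and 7 of the 16 tests were called. The myogenic list, with 18 of its 20 genes tested, rose relative to other genes from day 0 to day 1 (BH-adjusted p = 4.73e-18) and from day 0 to day 5 (4.85e-12), with median differences of 9.38 and 71.6 points. It fell under restriction at day 1 (0.0245) and day 5 (4.73e-06), with median differences of −23.2 and −44.8 points. At day 5, 18 of 18 genes had less cover under restriction, and 17 were called over all genes tested and 17 adjusted over the list alone. At day 1 these counts were 12 and 14. From day 0 to day 1 they were 6 and 7, and from day 0 to day 5 they were 14 and 16. The cell cycle list fell from day 0 to day 5 (2.08e-08), with 12 of 14 genes called over all genes tested and 13 adjusted over the list alone. Under restriction at day 5 its genes went both ways, 3 called higher and 10 lower, and the list was not called. The amino acid response list fell from day 0 to day 5 (0.0280), with 4 of 9 genes called and 5 adjusted over the list alone. The methionine cycle list rose relative to other genes under restriction at day 5 (0.0355), with 2 of 6 genes called over all genes tested and 2 adjusted over the list alone. The 9 other tests had adjusted p-values of 0.257 to 0.888. With the correlation estimated from the data, 3 calls held, all of the myogenic list, namely day 5 restriction (0.0450), day 0 to day 1 (0.00901) and day 0 to day 5 (0.0124).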

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

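The results in this part were picked, and their explanations weighed, after the results were seen. The limma contrast between days and its fit in length-matched lists were planned. In WT, 496 genes were found to respond to restriction differently at day 1 and day 5 by a test of the difference itself, which is why they are listed here. A technical explanation is that peak lists of unequal sensitivity lose cover unequally at the 2 days. Of the 496 genes, 184 were also called, with the same sign, in lists shortened to the same length, and 312 were called in the deposited lists alone. Lists of one length still differ in the number and width of their peaks, so for both sets of genes that explanation cannot be told apart from a change of the mark, because depth is unknown. Some of the difference lies in the measure itself, since a gene without cover at day 1 in control medium cannot lose any. A biological difference between early and late differentiation stays open and was not tested separately.

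The KO lines moved in opposite directions under restriction at day 5. Covered length changed by −0.70 on the log2 scale in line 1 and by 0.33 in line 2, while both WT restricted libraries were below both controls. The lines also moved apart from day 0 to day 1 in control medium, by −0.35 in line 1 and 0.53 in line 2. Neither difference between the lines was tested, since each line has 1 library per condition. A difference in depth or pull-down between single libraries cannot be told apart from a difference between the lines, because no depth is known and no replicate exists. A difference between KO clones also stays open.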

How the results depend on the processing

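The alternatives for Setd2 and for the genes kept in the KO lines, and the replicate blocks that involve KO lines, were added after the data were seen, and the others were planned. Over the results that answer a comparison, 122 of 132 values under other settings kept their direction and their side of the threshold, or their size. Counts of called genes and of called lists were judged by size alone. A turned split of higher and lower calls, as after centring under restriction, was therefore counted as kept. The WT against KO differences in covered length, number of peaks, marked genes and genic share kept p = 0.000257 (exact permutation). That held under all settings that kept every library, apart from the replicate block below. With a library left out, p was at most 0.00309. The Jaccard difference ranged from 0.0996 to 0.156 over settings, and from 0.0908 to 0.115 with a library left out. With a share of overlapped peaks in place of the index, the difference was 0.0548. Leaving out each library in turn gave log2 differences in covered length of 4.80 to 5.85. The comparison of the 3′ with the 5′ part of gene bodies and its alternatives were not run, since the gene table has no strand.

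With a −log10 q of at least 3, the difference of the restriction effect between days reversed to 0.21 on the log2 scale, the count at day 5 under restriction fell to 2895 genes, and 4 list tests were called in place of 7. That setting raises the threshold, so it shortens all lists. The calls it lost were the myogenic list at day 1 under restriction, the methionine cycle list and the amino acid response list. In length-matched lists the myogenic list at day 1 (0.0654) and the methionine cycle list (0.331) lost their calls, and the cell cycle list from day 0 to day 1 gained one (0.0483). On the linear scale the difference of the restriction effect between WT and KO lines was −24.4 Mb, since a linear scale weighs the long WT lists most. The arcsine scale gave 307 genes whose restriction effect differs between days, and the cause was not tested. From day 0 to day 1 the count fell to 240 in length-matched lists, to 334 after centring, and to 0, with 1880 genes at an unadjusted p under 0.05, when only the libraries compared were fitted. That last fit has fewer libraries, and from day 0 to day 5 it gave 1659 genes. Estimating the correlation gave 3 list calls. Cover of Setd2 in WT moved by more than the SD between replicates in all 5 groups, to 48.7% in control and 25.3% in restricted day 1, 74.6% in control and 49.1% in restricted day 5 with a −log10 q of at least 3, and to 58.7% at day 0, 52.6% in control day 1, 73.5% in control day 5 and 51.8% in restricted day 5 in length-matched lists.

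The share of higher against lower calls moved with the scaling. Length-matched lists gave 120 higher and 120 lower from day 0 to day 1, and 344 higher and 273 lower for the difference between days, against 92 and 543, and 154 and 342. Centring, which shifts all genes of a library alike, gave 226 higher and 108 lower from day 0 to day 1, and 1614 and 1300 from day 0 to day 5. With a −log10 q of at least 3 the splits were 611 and 2284 at day 5 under restriction, 314 and 218 for the difference between days, and 594 and 1432 from day 0 to day 5. In length-matched lists, 2089 of the 3646 genes called at day 1 and 2332 of the 4358 called at day 5 were still called.

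Leaving out 1 library moved the log2 difference of the restriction effect between days over −0.240 to −0.0142, the extremes being those without replicate 2 and without replicate 1 of restricted day 1. The mean log2 change under restriction in KO lines ranged from −4.86 to −1.95 and its difference from WT from 1.60 to 4.50. The smallest values, −1.95 and 1.60, were those without either day 1 library of line 2. Day 0 to day 1 counts ranged from 340 to 572 over the 6 fits that each left out a library of another group, with 340 without either replicate of restricted day 5. The mean difference between the effects of the 2 days over tested genes, −0.576 points, ranged from −2.95 to 1.80 and turned to 0.335 without control day 1 replicate 1, 1.80 without restricted day 1 replicate 1 and 0.845 without control day 5 replicate 1. Of 730 values for 50 named genes, 690 kept their call, 39 lost it, and 1 reversed, Zfp750 at 0.514 points with a −log10 q of at least 3. No fit of these genes left out a library of the groups compared. Leaving out a library could thus change their spread and not their difference, so the tally does not test dependence on single compared libraries.

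A replicate block pairing replicate 1 with replicate 1 of other WT groups gave 3440 genes at day 1 and 4176 at day 5 under restriction, 399 for the difference between days, 466 from day 0 to day 1 and 2462 from day 0 to day 5. With the block the permutation p for covered length and for marked genes under restriction in WT was 0.125. The block moved no library-level test across 0.05. For the tests of restriction and differentiation within WT it could not. Their smallest possible p was 0.0556 or 0.0667 even without the block. Among genes it removed calls, leaving 3392 of 3646 at day 1, 4116 of 4358 at day 5, 384 of 496, 447 of 635 and 2422 of 2643. Of the named genes, Cenpk at day 1 (0.0605) and Dnd1 for the difference between days (0.0664) lost their calls. The planned block for covered length and peak number in WT against KO lines could not be run on the labels, where all KO libraries have number 1. With the numbers in the peak names as a replicate block, the log2 differences stayed at 5.32 and 3.36, with exact permutation p = 0.00195, the smallest that 1024 arrangements allow. The WT replicate numbers do not pair the libraries, because the deviations of same-numbered libraries correlated between −0.439 and 0.0616 over 10 pairs of groups, with 0 pairs over 0.1.

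The unknown depth limits all comparisons of list length, among them those of the restricted day 1 libraries of the KO lines with 791 and 127 peaks.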

Other observations

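Apart from the planned limma calls, camera tests and myogenic list, all tests in this part were chosen after the pattern they address was seen. Matching on the rank of fold enrichment was added to 3 of them, on the myogenic list, the likeness of the days and admixed WT cells, after a first run without it, which led to the same verdicts. The calls under restriction in WT were compared with those of other splits of the same 4 libraries. At day 1, 1 of the 3 splits, the real one, gave as many genes (3646), and the others gave 0, with 63 and 82 genes at an unadjusted p under 0.05. At day 5, 1 of the 3 splits gave as many (4358), and the others gave 0, with 32 and 31. With 3 splits the share cannot fall under 0.05, so grouping by chance stays open by this count alone. Effects of the real splits of both days, which share no library, correlated at 0.680, whereas the absolute correlation in the 8 other pairs of splits was at most 0.0740. That speaks against grouping by chance, although 1 of 9 pairs cannot give a share under 0.05 either.

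Uniformly lower sensitivity of the restricted peak calls could shorten every list without a change of the mark. Such a loss would leave no genes with more cover, yet 225 genes at day 1 and 413 at day 5 were called higher, more than 5% of all calls. With a −log10 q of at least 3, 132 of 2707 calls at day 1 were higher, less than 5%. At day 5, 611 of 2895 were higher under that setting. The day 1 count thus turned with the threshold and cannot by itself decide against such a loss. Of the genes called lower, 1931 at day 1 and 2002 at day 5 were also called lower in lists shortened to the same length, and 1490 and 1943 in the deposited lists alone. Lists of one length still differ in sensitivity. At 110 Mb, replicate 2 of restricted day 1 had 71835 peaks with a median width of 767 bp, and replicate 2 of control day 1 had 28761 with 2139 bp. Apart from the myogenic list, weighed next as a set, lower sensitivity cannot be told apart for these genes from loss of the mark, since the depth is unknown and no spike-in scaling was applied here. Restriction itself, as the design names it, stays open for all these genes.

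The myogenic list lost more cover than comparable genes. Its median difference over 18 genes was −23.2 points at day 1, and only 0.03% of 10000 random lists, matched on control cover, rank of fold enrichment and gene length, were as low, with a middle 95% from −16.0 to −2.52. At day 5 its median was −44.8 points, and 0 of 10000 matched lists (0%) were as low, with a middle 95% from −24.6 to −8.26. Uniformly lower sensitivity would predict the fall of the matched lists. The separate camera test of this list at day 1, called in the deposited lists, was not called in length-matched lists (BH-adjusted p = 0.0654), whereas that at day 5 was (7.09e-07). A hypothesis is that restricted cells had not entered the muscle program to the same extent, with H3K36me3 following transcription, but no expression was measured in these files.

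The effects of restriction at day 5 ran against the change from day 0 to day 5. Over 9511 genes, which are not independent replicates, the correlation was −0.43, but the comparisons share the control libraries, and 100 simulations of unchanged groups gave −0.45 to −0.416. With a separate control replicate for each comparison it was −0.377, against −0.0297 to 0.0243 in simulated unchanged groups. Noise of shared control replicates thus does not account for the correlation. The simulated groups had the same mean and no overall loss, however. Whether a loss that grows with control cover would give such a correlation was not tested. Of the 1157 genes that gained cover by day 5, 960 were lower under restriction. Of the 1486 that lost cover, 263 were higher and 278 lower, so the fallen genes went both ways. Higher cover was found for 17.7% of these fallen genes, against 2.14% of the 6868 genes with no call from day 0 to day 5. Of those uncalled genes, 39.4% were lower. These counts and percentages share the controls, and only the correlation was corrected for that. A candidate explanation is slower or less complete differentiation under restriction. Mcm3 fits that order, with cover of 90.2% at day 0, 19.8% at day 5 in control medium and 71.9% under restriction, but Cdc6 and Igfbp2 were low in both media at day 5. Mki67, picked after its values were seen, goes against that order, with 88.0% at day 0, 45.1% at day 5 in control medium and 5.09% under restriction.

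Effects of restriction at day 1 and at day 5, which share no library, correlated at 0.680 over 9511 genes. Of 2593 genes called on both days, 2574 had the same sign. A loss set by control cover, peak strength and gene length alone may produce such likeness. After removal of the mean of each of up to 125 classes of these measures, the correlation was 0.693, which argues against that explanation. A shared biological response, or a shared preparation of the restricted libraries, stays open.

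At day 1 restriction removed more cover from short than from long genes. The mean difference was −29.4 points over 903 genes of 2 to 5 kb and −4.05 points over 901 genes of more than 100 kb. The short-minus-long gradient of cover was 21.7 and 24.4 points in the control libraries of day 1 and −1.99 and −2.59 points in the restricted ones. At day 5 the corresponding mean differences were −23.2 and −9.98 points. Over both days the change of the gradient was −19.3 points (exact permutation p = 0.0556, the smallest that 36 arrangements allow). A shorter list under restriction is a technical explanation, but the gradient at day 1 was −26.9 points in lists of one length, which argues against the length of the list as its cause. Another start of short genes is a further one, but among genes with 60% to 80% cover at day 0 it was −24.5 points. Lower depth or weaker pull-down of the restricted libraries cannot be told apart from a change in the mark, because depth is unknown. The step from day 0 to day 1, with a log2 change in covered length of −0.22, had a gradient of −2.90 points, but that compares other groups. Whether short genes lose the mark first when methionine is scarce is a hypothesis for data with known depth.

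The restricted day 1 library of KO line 2 stands apart. Its 127 peaks had a median width of 59 bp and a shortest peak of 51 bp, whereas the shortest peak of each other library was 231 to 293 bp. This is what a short fragment length in the peak calling would give, and it is a candidate cause of the narrow peaks. The corresponding library of KO line 1, with 791 peaks, had a shortest peak of 231 bp, which argues against that cause for its small number of peaks. A library of low depth or weak pull-down cannot be told apart from a loss of the mark there, because depth is unknown. Of the 127 peaks, 22 lay at sites with a peak in all 20 libraries, and 90 at sites with a peak in 10 or more. The peak with the highest fold enrichment in the restricted day 1 list of KO line 1 lay on chromosome 1 from 113904058 to 113904480, in the coordinates of the lists, whose build is not stated, and all 20 libraries had a peak there. The log2 changes under restriction in the KO lines at day 1 rest on these 2 libraries.

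Peaks of KO line 2 lay mostly outside WT peaks. In its 4 libraries other than the restricted day 1 library, at most 3.80% of covered bases were inside WT peaks of the same condition, which take up at least 5.75% of the span. Residual mark at WT positions, or admixed WT cells, would place more there than that. With a −log10 q of at least 3, however, the share was 7.01% at day 0 against 5.70% of the span, and 4.71% at restricted day 5 against 4.15%. At that threshold it stayed below in control medium, 3.57% against 4.32% at day 1 and 4.18% against 5.30% at day 5. In length-matched lists it was below in all 4 libraries, 0.839% to 1.85% against 4.65% to 4.78%. A part of the peaks from such sources therefore cannot be told apart from peaks of line 2 itself, since the verdict turned with the threshold at day 0 and restricted day 5. Calls at random positions are argued against, because any 2 of these libraries shared at least 76.1 times more bases outside WT peaks than random positions would. The density of such peaks outside genes differed 11.4-fold between autosomes, from 0.955 per Mb on chromosome 7 to 10.9 per Mb on chromosome 15. A feature of chromosomes such as copy number, or of the sequence, cannot be told apart from a residual mark made without Setd2, because the control used in the peak calling is not stated. Over 20 chromosomes the densities of line 1 and line 2 correlated with a Pearson r of 0.485 (permutation p = 0.0374) and a Spearman rho of 0.462 (permutation p = 0.0421). Without the 2 chromosomes farthest from the median of line 1, r was 0.319, so the relation rests partly on those chromosomes.

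KO line 1 gained cover at WT positions by day 5, to 1621 marked genes. Admixed WT cells alone would give each gene cover according to its WT peaks. Yet 134 genes that rose by more than 50 points in WT had 19.8 points less cover in line 1 (a difference of −19.8) than 3379 unchanged genes of the same classes of WT cover and fold rank, with a permutation p of 0.0001 over genes, the smallest that the permutations can give. Myog, Myh3 and Ckm, picked after their values were seen, were listed at 0 in line 1 at day 5 in control medium, and had 92.6%, 93.1% and 69.8% in WT. Other muscle genes, picked in the same way, had risen in line 1 from 0 at day 0, Ttn to 92.1%, Neb to 55.4%, Des to 49.6%, and Ryr1 and Acta1 to at most 20.3%. Some of these muscle genes thus rose in line 1 and others stayed at 0, and how far line 1 differentiated stays open. Covered length changed from day 0 to day 5 by 4.19-fold in line 1, 3.02-fold in line 2 and 1.05-fold in WT. The difference between WT and the KO lines had an exact permutation p of 0.417, where the smallest of 24 arrangements is 0.0833. Permuted labels assume no change in WT or KO lines, so this p cannot judge whether the changes differ.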
